A study of Mus musculus with 10 samples. Its data were reported in "The Implication of Early Chromatin Changes in X Chromosome Inactivation" (2019).

How the data were processed

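Nascent RNA was measured by transient transcriptome sequencing (TT-seq) in TX1072 cells, a female hybrid mouse embryonic stem cell line that carries C57BL/6 (B6) and Mus musculus castaneus (Cast) chromosomes. In this line doxycycline (DOX) switches on Xist from its own locus on the B6 X chromosome. Cells were sampled at 0, 4, 8, 12 and 24 h of DOX at 1 µg/ml. New RNA was labelled for 5 min with 4-thiouridine (4sU) at 0.5 mM, and each time point has 2 replicates. Time point and replicate number were taken from the sample labels.

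The authors trimmed reads with Cutadapt 1.16 and aligned them with STAR 2.3.0 to the mm10 genome in which positions that differ between the strains were masked. They kept unique alignments without soft clipping, with at most 2% mismatches, a mapping quality of 7 or more and proper pairing. SNPSplit 0.3.2 assigned read pairs to alleles, and featureCounts 1.5.1 counted them by strand over the longest span of each refFlat gene, introns included. Neither removal of duplicates nor scaling to spike-in RNA is stated for these values. The deposited tables of the authors give, for each gene, the raw count of all read pairs, of B6 read pairs and of Cast read pairs, without normalisation. The authors also deposited for each gene a fraction, B6 counts over the sum of B6 and Cast counts, which the study calls the d-score. In every table this fraction matched the counts and was present only for genes with at least 10 allelic reads. Gene coordinates and strands come from the deposited tables, and gene types come from the GENCODE annotation, which held 23633 of the 24386 genes under the same name at an overlapping position. Deposited starts were read as 0-based and are printed as 1-based. Of the matched genes, 39.7% had a deposited start 1 below the GENCODE start and 3.4% had the same start. For the rest this reading could not be checked.

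The total count per sample ran from 18809046 to 22274929. B6 counts ran from 5048162 to 6064671 and Cast counts from 4681620 to 5687985, together 49.2% to 52.8% of the total. The most abundant gene, Rn45s, took 0.89% to 1.38% of a sample's counts. Intervals on shares of counts are 95% Wilson intervals, and they cover counting error only because read pairs without molecular identifiers are not independent molecules. Replicates of a time point were checked for being separate libraries. Pearson's r of log2 CPM (counts scaled to the library size) between the replicates of a time point, across genes, was 0.9931 to 0.9942. The chi-square per degree of freedom of their counts was 5.37 to 11.5, so none was a resampled copy of the other. The value of 11.5 belonged to the 0 h pair, the baseline of the comparisons with 0 h, and the other pairs had at most 6.14.

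Total counts were tested with edgeR 4.0.16 in R 4.3.3. A quasi-likelihood model with a term for time was fitted to all 10 samples after filterByExpr and TMM scaling, and each later time was compared with 0 h. Pairs of successive times after 0 h were compared in the same fit. The B6 share of each gene was tested with an edgeR quasi-likelihood model on 20 columns, the B6 and Cast counts of each sample. That model had an intercept per sample, an allele term and allele-by-time terms, and it used genes with at least 10 allelic reads in every sample. For the B6 share, 24 h against 12 h was the only comparison between times after 0 h. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over all tested genes, X-linked and autosomal together, and genes with an adjusted p under 0.05 are called changed. Xist is left out of all X-linked counts and medians. With 2 samples against 2, an exact two-sided test of a single value cannot give a p under 0.333, so single values per time are given as mean and SD without a test.

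Median d-scores were taken over X-linked or autosomal genes with at least 10 allelic reads in all 10 samples and a mean 0 h d-score from 0.3 to 0.7. For the time at which silencing passes a fixed level, the d-score was divided by the 0 h d-score of the same replicate and by 2, so that each gene starts at 0.5. A log-logistic curve with 4 parameters was fitted to this normalised d-score against hours. IC35 is the time at which the curve reaches 0.35. Curves with a residual standard error under 0.2 were kept, and genes that did not reach the level were set to 24 h. The IC35 values were split into early, intermediate and late genes by k-means with 3 clusters. Early and late genes were compared for 4 features by two-sided permutation tests of the difference in medians with 100000 resamples. The trend of the median d-score with time was tested by permutation with the same number of resamples. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for these steps.

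The samples, the tests, the alternatives and the rule for genes to name were set before the data were examined. Besides Xist, the rule takes the 13 X-linked genes that the text or figures of the study use as examples. It adds, among X-linked genes with at least 50 allelic reads in every sample, the 3 with the lowest IC35 and the 3 with the highest mean normalised d-score at 24 h. For total counts it takes the 3 autosomal genes with the largest rise and the 3 with the largest fall at 24 h. These had to have an adjusted p under 0.05, a mean count of at least 50 in the higher group and the same direction in both replicates.

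The alternatives for total counts were DESeq2 1.42.0, limma 3.58.1 with voom weights, no filter on low counts, scaling factors from autosomal genes, a model of only the 2 groups compared, an added requirement of an absolute log2 change over 1, and leaving out samples in turn. For the B6 share they were DESeq2, limma on the logit of the d-score with 0.5 added to each count, a minimum of 1 or 50 allelic reads, only the 2 groups compared, an added d-score change over 0.1, and leaving out samples in turn. For d-scores and IC35 they were a minimum of 50 reads, no window on the 0 h d-score, pooled reads, scaling to the autosomal median, thresholds of 0.30 and 0.40, a residual error under 0.1, linear interpolation and leaving out samples in turn. A replicate block, a term for the replicate number, was an alternative throughout. Its use rests on pairing by replicate number, which is taken from the labels only. As a check of that pairing, each gene's difference between the replicates of a time point was correlated across genes between time points. Over the 10 pairs of time points the mean r was 0.214 for total counts and 0.034 for the B6 share. Further alternatives were chosen after seeing the data: scaling to the autosomal median without chromosome 16, leaving out each sample after 0 h from the IC35 fits, adjustment of p-values over autosomal genes only, and the replicate block and autosomal scaling factors for comparisons between times after 0 h.

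The models were tested on simulated data with the library sizes of the real samples and 200 genes changed by 1 on the log2 scale at 24 h. The spread between replicates was a set value, not one estimated from the samples, so the recovered numbers hold for that spread. The total count model recovered 181 of the 200 (90.5%), and 6.7% of its calls were false. The B6 share model recovered 133 (66.5%), and 8.28% of its calls were false, while limma on the logit of the d-score recovered 56 (28%). In the real samples at 24 h, limma called 260 X-linked genes and the B6 share model 272. The simulated gap between these tools was thus not seen there. Of the changed genes, the B6 share model recovered 39 of the 100 whose fewest allelic reads in any sample lay under the median of 309.5, and 94 of the other 100. At 4 h, where no gene was changed, neither model made a call. For 200 simulated curves, estimated and true IC35 had a Spearman correlation of 0.923 across genes and a median absolute error of 0.36 h. Of these estimates, 91.0% were within 2 h of the truth. In the real samples, 215 genes reached the level in both replicates fitted alone. Across them the replicates had a Spearman correlation of 0.55 and a median absolute difference of 1.58 h. The simulated values therefore describe the simulated curves only and are not the accuracy of the IC35 values of real genes. Chromatin data of the study were not used here.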

Results

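TT-seq, which reads RNA made within a few minutes of labelling, was carried out in TX1072 embryonic stem cells at 5 times of DOX induction, with 2 replicates per time and 10 samples in all. Total counts per gene (mm10) and counts assigned to the B6 and Cast alleles were available for 24386 genes, of which 1028 were X-linked, 23326 autosomal and 32 Y-linked. The total count was 20884330 and 21929758 in the 0 h replicates and 18809046 and 19296979 in the 4 h replicates. It was 21414712 and 19655651 at 8 h, 21006392 and 21593601 at 12 h, and 19657836 and 22274929 at 24 h. Allelic counts made up 49.2% of the total in 0 h replicate 1 and 51.7% to 52.8% in the other 9 samples. Every sample with DOX also expressed Xist from the B6 allele, and no sample received DOX without inducible Xist. By the paper's methods DOX was added 24 h after plating and cells were collected from then on, so time in culture rose with hours of DOX. Effects of the drug, of Xist RNA and of time in culture on total counts and on autosomal genes therefore cannot be told apart in these data. A drug or culture effect that is equal on both alleles would leave the B6 share of X-linked genes unchanged.

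The comparison of each DOX time with 0 h asked whether DOX switched on Xist, and from which allele. Xist is annotated as a lincRNA gene on the minus strand of chromosome X from 103460373 to 103483233. Its total count was 32 and 31 in the 0 h replicates, or 1.47 ± 0.0839 CPM (SD, n = 2). It was 388 ± 83.9 CPM at 4 h, 571 ± 131 CPM at 8 h, 576 ± 91.6 CPM at 12 h and 449 ± 47.5 CPM at 24 h. The log2 change against 0 h was 8.05 at 4 h (SE 0.25, edgeR adjusted p 5.35e-11), 8.63 at 8 h (SE 0.251, adjusted p 2.06e-11), 8.66 at 12 h (SE 0.251, adjusted p 1.95e-11) and 8.26 at 24 h (SE 0.25, adjusted p 3.73e-11). All 8 samples with DOX lay above both 0 h samples. With a replicate block, which rests on pairing taken from the labels (mean r between time points 0.214), the log2 changes were 8.05, 8.62, 8.66 and 8.27. The alternative that moved Xist most was leaving out 8 h replicate 1, which gave 8.36 at 8 h. Between times after 0 h, whether the Xist count changed depended on the block. Without it, the log2 change was 0.57 from 4 to 8 h (SE 0.151, unadjusted p 0.00179, edgeR adjusted p 0.814), 0.03 from 8 to 12 h (edgeR adjusted p 0.999) and -0.40 from 12 to 24 h (SE 0.15, unadjusted p 0.0178, edgeR adjusted p 0.494). With the block, added to these comparisons after seeing the data, it was 0.57 from 4 to 8 h (SE 0.069, edgeR adjusted p 1.01e-05), 0.04 from 8 to 12 h (edgeR adjusted p 0.942) and -0.39 from 12 to 24 h (SE 0.069, edgeR adjusted p 0.00119).

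Allelic reads at Xist were few before DOX, with 9 B6 and 3 Cast reads in 0 h replicate 1 and 8 and 5 in replicate 2. At 4 h there were 3764 and 2936 B6 reads against 7 and 6 Cast reads, and at 24 h there were 4277 and 4189 B6 reads against 8 and 8 Cast reads. The mean d-score of Xist was 0.683 ± 0.0952 (SD, n = 2) at 0 h and 0.998 or 0.999 at each later time.

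The second question was how total nascent counts changed on the X chromosome and on the autosomes. Of 502 X-linked genes tested without Xist, 0 were changed at 4 h, with 1 higher and 34 lower at an unadjusted p under 0.05. The number of X-linked genes with a lower count was 27 at 8 h, 113 at 12 h and 191 at 24 h (38.0% of those tested), and 0 were higher at any time. At an unadjusted p under 0.05, 2, 2 and 0 X-linked genes were higher at 8, 12 and 24 h. The median log2 change of X-linked genes was -0.08 at 4 h, -0.27 at 8 h, -0.41 at 12 h and -0.50 at 24 h, with an interquartile range of -0.74 to -0.32 at 24 h. Of 14019 autosomal genes, 1 was changed at 4 h and 0 at 8 h, where 175 were higher and 199 lower at an unadjusted p under 0.05. At 12 h 13 autosomal genes were higher and 11 lower, and at 24 h 44 were higher and 33 lower (0.549% of those tested). The replicate block moved the autosomal counts most. With the block, where pairing was taken from the labels (mean r 0.214), 1, 104, 280 and 308 X-linked genes and 3, 3, 437 and 464 autosomal genes were changed at 4, 8, 12 and 24 h. For X-linked genes at 24 h the largest movement came from requiring an absolute log2 change over 1, which left 1, 11 and 32 genes at 8, 12 and 24 h. Autosomal calls also depended on adjustment together with the X-linked genes. With adjustment over autosomal genes only, an alternative chosen after seeing the data, 1 autosomal gene passed at 12 h and 16 at 24 h.

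At 24 h, 74 autosomal genes met the rule for genes to name in full. The 3 largest rises were those of Pde4c (8, 70724064 to 70751176, plus strand), Atp2a3 (11, 72961169 to 72993043, plus strand) and Kdelr3 (15, 79516408 to 79527739, plus strand). Pde4c rose from 1.03 ± 0.0967 to 2.52 ± 0.182 CPM (SD, n = 2 each), a log2 change of 1.30 (SE 0.279, edgeR adjusted p 0.0225). Atp2a3 rose from 1.36 ± 0.0468 to 3.21 ± 0.155 CPM, a log2 change of 1.26 (SE 0.29, edgeR adjusted p 0.0377). Kdelr3 rose from 4.2 ± 0.971 to 8.21 ± 0.623 CPM, a log2 change of 0.98 (SE 0.172, edgeR adjusted p 0.00508). The 3 largest falls were those of Fermt1 (2, 132904179 to 132946036, minus strand), Dpy19l2 (9, 24557048 to 24696293, minus strand) and Cacna1e (1, 154392519 to 154725920, minus strand). Fermt1 went from 14.6 ± 0.222 to 5.23 ± 0.348 CPM, a log2 change of -1.47 (SE 0.149, edgeR adjusted p 6.05e-05), and it was already lower at 12 h (log2 change -1.18, edgeR adjusted p 0.000736). Dpy19l2 went from 6.56 ± 1.69 to 2.79 ± 0.0779 CPM, a log2 change of -1.22 (SE 0.289, edgeR adjusted p 0.0424). Cacna1e went from 7.99 ± 1.41 to 3.44 ± 0.405 CPM, a log2 change of -1.20 (SE 0.206, edgeR adjusted p 0.0041). All 6 are annotated as protein coding. Pde4c and Atp2a3 no longer passed with DESeq2 (adjusted p 0.112 and 0.102), Atp2a3 no longer passed when either 12 h sample was left out (edgeR adjusted p 0.0524), and Dpy19l2 no longer passed with limma (adjusted p 0.0724). Adjustment over autosomal genes only, which left 16 autosomal calls at 24 h, was not followed for these genes singly. Those with an adjusted p nearer to 0.05 may therefore rest on adjustment together with the X-linked genes.

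Allelic counts were used to ask whether the fall on the X chromosome came from the B6 allele, the allele that Xist is transcribed from. Of 362 X-linked genes tested without Xist, the B6 share was lower in 41 at 4 h, 191 at 8 h, 237 at 12 h and 272 at 24 h (75.1%). It was higher in 0 genes at any time, also at an unadjusted p under 0.05. The median log2 change of the B6 to Cast ratio was -0.20, -0.69, -1.01 and -1.27 at these times. Among 11543 autosomal genes, used as background, the B6 share was higher in 1 and lower in 0 at 4 h, with 254 higher and 223 lower at an unadjusted p under 0.05. It was higher in 4 and lower in 2 at 8 h, higher in 12 and lower in 6 at 12 h, and higher in 27 and lower in 14 at 24 h (0.355% changed). With a replicate block the changed X-linked genes numbered 51, 200, 239 and 276 and the autosomal ones 2, 13, 39 and 66, where pairing was taken from the labels and the mean r between time points was 0.034. The X-linked count moved most with DESeq2, which called 9 genes at 4 h and 120 at 8 h. The same tool called 1 autosomal gene at 24 h, and adjustment over autosomal genes only, chosen after seeing the data, left 6.

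The median d-score summarised the X chromosome in each sample. Over 337 X-linked genes its mean was 0.497 ± 0.0046 (SD, n = 2) at 0 h, 0.462 ± 0.0043 at 4 h, 0.378 ± 0.0042 at 8 h, 0.326 ± 0.0008 at 12 h and 0.283 ± 0.0006 at 24 h. Each step was larger than the spread between replicates. Over 10337 autosomal genes measured the same way it was 0.521 ± 0.0022 at 0 h and 0.522 ± 0.0002 at 24 h. The X-linked median differed from 0 h by -0.0345, -0.119, -0.171 and -0.214 at 4, 8, 12 and 24 h. Subtracting the 0 h value of the same replicate, a pairing taken from the labels (mean r 0.034 for the B6 share), gives the same 4 means by arithmetic and changes only their spread. The SD of the difference was 0.0063, 0.0062, 0.0047 and 0.0046 without pairing and 0.0003, 0.0004, 0.0054 and 0.0052 with it. Pooling the reads moved the 24 h value most, to a B6 share of 0.312. The pooled X-linked share in single samples ran from 0.505 (95% Wilson interval 0.503 to 0.507) in 0 h replicate 1 to 0.308 (0.307 to 0.310) in 24 h replicate 2.

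Across the 10 samples the X-linked median fell with hours of DOX, with a Spearman rho of -0.985 (two-sided permutation p 2e-05, adjusted p 4e-05 over 4 tests) and a Pearson r of -0.937 (permutation p 2e-05, adjusted p 4e-05). Without the 2 samples farthest from the median time, rho was -0.976 and r was -0.988 (permutation p 0.00083 for each). For the autosomal median rho was 0.369 (permutation p 0.3, adjusted p 0.3) and r was 0.508 (permutation p 0.13, adjusted p 0.18). Without the same 2 samples these were -0.244 and 0.216. A rho of -0.985 is the lowest that 5 times with 2 samples each allow without ties in the d-score, so it measures order and not the size of the fall. All libraries were sequenced in a single run according to the labels, which give no batch of culture or library preparation beyond the replicate number. After subtracting the 0 h value of the same replicate, which ties both 0 h samples at 0, rho was -0.988 (p 0.00014 from permuting times within a replicate). This pairing was taken from the labels (mean r 0.034 for the B6 share), and each replicate holds only 5 samples, too few for a correlation of its own.

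**Figure D1:**
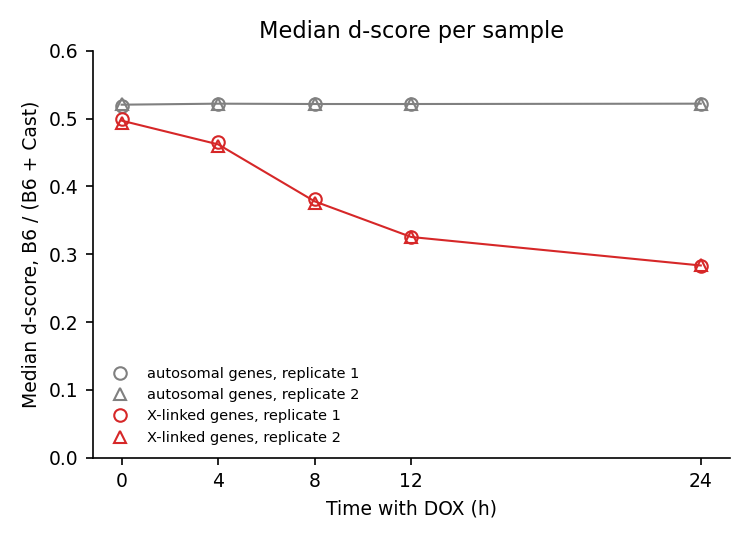
Median d-score, B6 over B6 plus Cast reads, of X-linked (red) and autosomal (grey) genes against hours of DOX, with a circle for replicate 1, a triangle for replicate 2 and lines through the means. The X-linked median went from 0.497 at 0 h to 0.283 at 24 h while the autosomal median stayed at 0.521 to 0.522.

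The B6 and Cast reads were also set against autosomal reads of the same allele. X-linked B6 reads were 3.34 ± 0.0273% of autosomal B6 reads (SD, n = 2) at 0 h, 2.96 ± 0.016% at 4 h, 2.17 ± 0.0094% at 8 h, 1.83 ± 0.0121% at 12 h and 1.58 ± 0.0527% at 24 h. X-linked Cast reads were 3.64 ± 0.189% of autosomal Cast reads at 0 h and 3.75 ± 0.0675% at 4 h. They were 3.76 ± 0.002% at 8 h, 3.77 ± 0.0327% at 12 h and 3.79 ± 0.0455% at 24 h. The Cast mean rose at each step, but the difference between 0 and 24 h was smaller than the SD at 0 h.

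To rank genes by the speed of silencing, the IC35 was estimated for each X-linked gene. Of 337 genes fitted, 330 met the limit on the residual error, and 248 of these (75.2%) reached a normalised d-score of 0.35 within 24 h. The other 82 did not. IC35 was under 4 h in 7 genes, from 4 to 8 h in 99, from 8 to 12 h in 87 and from 12 to 24 h in 55. The median IC35 was 9.75 h (interquartile range 7.25 to 22.86 h), and it was 9.66 h from replicate 1 alone and 10.35 h from replicate 2 alone. The threshold moved the median most, to 19.91 h with a threshold of 0.30. These fits use the 0 h d-score of the same replicate, a pairing taken from the labels (mean r 0.034 for the B6 share). Without this block the median was 9.71 h and 251 genes reached the level. Across the 215 genes that reached the level in both replicates fitted alone, the replicates had a Spearman correlation of 0.55 and a median absolute difference of 1.58 h. Among 324 autosomal genes matched for allelic depth, 2 (0.6%) reached the level. The mean normalised d-score at 24 h had a median of 0.296 over X-linked genes (interquartile range 0.217 to 0.35, range 0.041 to 0.585) and of 0.503 over the matched autosomal genes. It was over 0.45 in 8 X-linked genes.

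**Figure D2:**
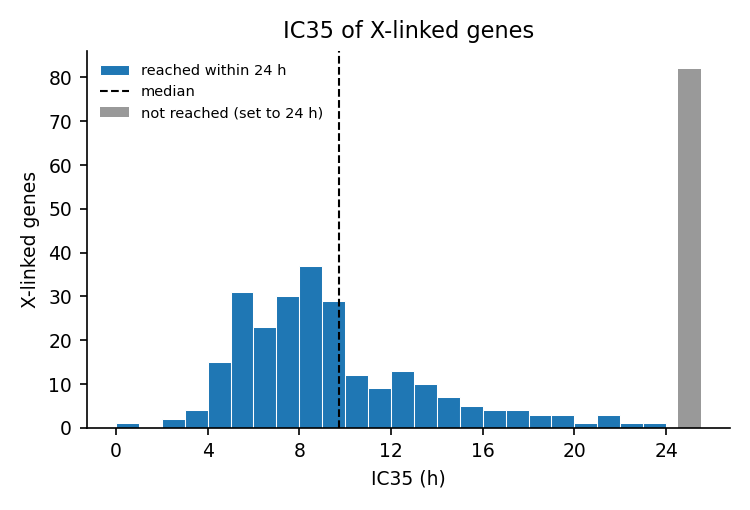
Number of X-linked genes (vertical axis) against IC35 in hours (horizontal axis) for 330 genes, with the 82 genes that did not reach the level as a grey bar at 24 h. The dashed line marks the median of 9.75 h.

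Among genes with at least 50 allelic reads in every sample, the lowest IC35 belonged to Rlim, Lpar4 and Stard8. Rlim (X, 103957167 to 103981284, minus strand) lies 0.497 Mb from Xist and had an IC35 of 3.12 h (SD 0.17 h between replicates) on 823 or more allelic reads per sample. Its d-score went from 0.517 ± 0.001 (SD, n = 2) at 0 h to 0.309 ± 0.018 at 4 h and 0.165 ± 0.008 at 24 h. The log2 change of its B6 to Cast ratio was -1.25 at 4 h (SE 0.09, edgeR adjusted p 5.05e-23) and -2.43 at 24 h (SE 0.103, edgeR adjusted p 2.17e-44). Lpar4 (X, 106920625 to 106933899, plus strand) had an IC35 of 3.47 h (SD 0.35 h) on as few as 75 allelic reads, and its d-score went from 0.48 ± 0.035 to 0.146 ± 0.024 at 24 h. Stard8 (X, 99042581 to 99074728, plus strand) had an IC35 of 3.75 h (SD 0.96 h), and its d-score went from 0.346 ± 0.019 to 0.075 ± 0.011 at 24 h. The highest normalised d-scores at 24 h belonged to Kdm6a, Idh3g and Pnma5. Kdm6a (X, 18162575 to 18279936, plus strand) had a d-score of 0.534 ± 0.002 at 0 h and 0.517 ± 0.006 at 24 h on at least 7900 allelic reads, and its B6 to Cast ratio was not changed (log2 change -0.10, SE 0.041, edgeR adjusted p 0.356). Idh3g (X, 73778963 to 73786897, minus strand) and Pnma5 (X, 73033981 to 73037103, minus strand) had normalised d-scores of 0.456 ± 0.006 and 0.454 ± 0.004 at 24 h. Their 24 h changes did not pass (edgeR adjusted p 0.405 and 0.771), although Idh3g passed at 12 h (log2 change -0.44, edgeR adjusted p 0.00894).

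**Figure D3:**
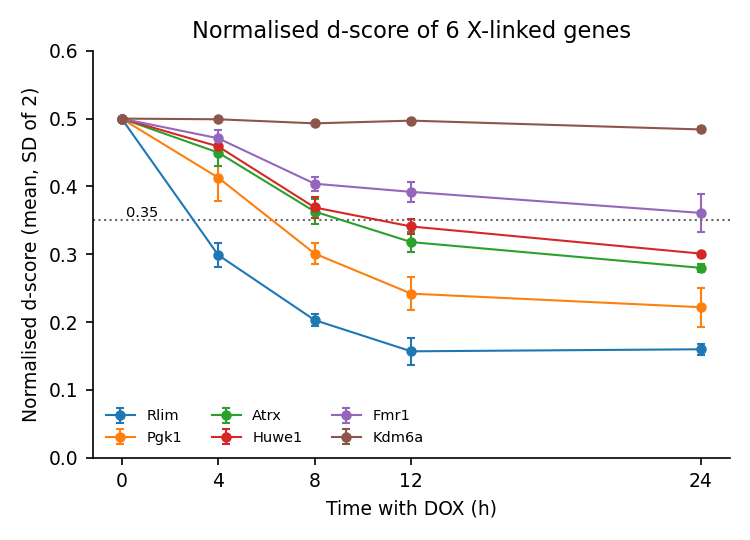
Mean normalised d-score (vertical axis, error bars SD of 2 replicates) against hours of DOX for Rlim, Pgk1, Atrx, Huwe1, Fmr1 and Kdm6a, with a dotted line at 0.35. At 24 h Rlim was at 0.160 and Kdm6a at 0.484.

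Of the other 11 genes that serve as examples in the study, Fmr1 (X, 68678541 to 68717961, plus strand) did not reach the level in the joint fit. Its normalised d-score at 24 h was 0.361 ± 0.028, and the fit of replicate 2 alone gave 21.66 h. Pgk1 (X, 106187100 to 106203699, plus strand) had the lowest IC35 of these, 5.81 h (SD 0.87 h), and G6pdx (X, 74409486 to 74429161, minus strand) had the highest, 11.6 h. G6pdx had 186 to 332 allelic reads per sample, and its replicates alone gave 7.86 and 14.51 h. Atrx (X, 105797615 to 105929372, minus strand) reached the level at 8.91 h (SD 1.27 h), and Huwe1 (X, 151803282 to 151935417, plus strand) at 10.0 h (SD 1.55 h). Pdk3, Gpc4, Ints6l, Elf4, Txlng and Alg13 had IC35 values of 6.2, 7.3, 7.76, 7.97, 9.18 and 9.98 h. The B6 share of all 11 was lower at 24 h, with log2 changes of the B6 to Cast ratio from -2.21 (Elf4, SE 0.189, edgeR adjusted p 1.45e-19) to -0.84 (Fmr1, SE 0.088, edgeR adjusted p 2.07e-14).

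Whether genes with a low and a high IC35 differ in position or expression was asked by splitting the IC35 values into clusters. The early cluster held 173 genes (0.11 to 10.03 h), the intermediate cluster 64 (10.29 to 18.07 h) and the late cluster 93 (18.66 to 24 h). The late cluster includes the 82 genes that did not reach the level and were set to 24 h. Early against late therefore mostly compares genes that reached the level with genes that did not, rather than times of silencing. Genes are not independent replicates, so the tests below describe this set of genes. The median distance to Xist was 33.3 Mb for early and 48.8 Mb for late genes, a difference of 15.5 Mb (two-sided permutation p 0.00107, adjusted p 0.00428 over 4 features). The difference was 14.4 Mb with at least 50 reads (adjusted permutation p 0.0255) and 13.6 Mb with linear interpolation (adjusted permutation p 0.0311). Distance had a Spearman correlation of 0.349 with IC35 across all genes (adjusted permutation p 4e-05). The difference moved most when replicate 2 was left out, which gave 1.44 Mb, against 14.4 Mb without replicate 1. The median gene length was 41.8 kb for early and 23.9 kb for late genes (difference -17.9 kb, permutation p 0.0149, adjusted p 0.0199), but the Spearman correlation of length with IC35 across all genes was -0.0801 (permutation p 0.147). The median count at 0 h was 1.41 CPM per kb for early and 2.66 CPM per kb for late genes (difference 1.25, permutation p 0.00282, adjusted p 0.00564). The median number of other genes in a 100 kb window was 1 for early and 2 for late genes (permutation p 0.0924, adjusted p 0.0924). This difference did not pass, but it passed with at least 50 reads (adjusted permutation p 0.0193), and the number had a Spearman correlation of 0.211 with IC35 (adjusted permutation p 0.00026).

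**Figure D4:**
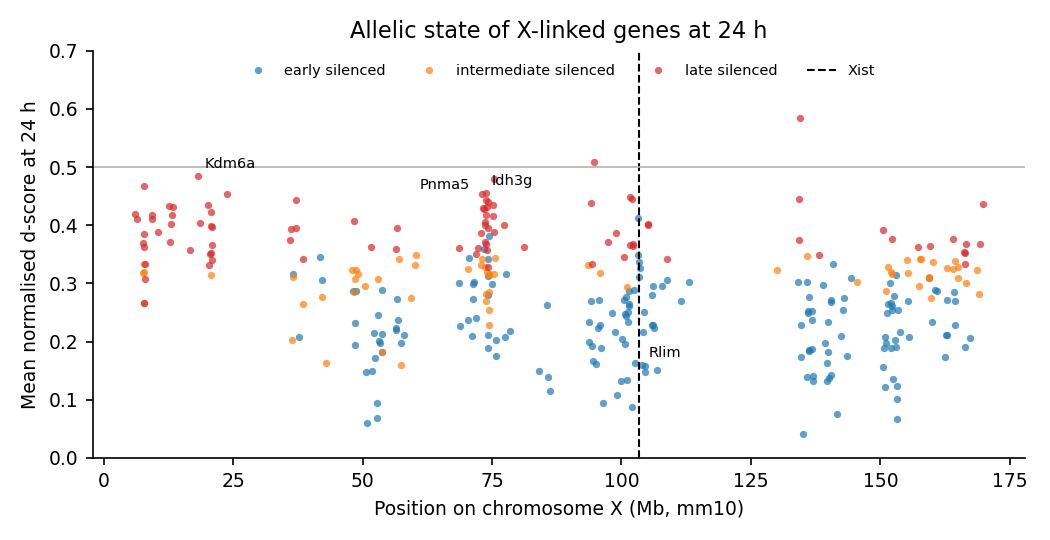
Mean normalised d-score at 24 h (vertical axis) against gene position on chromosome X in Mb (mm10, horizontal axis) for 330 genes coloured by early, intermediate or late cluster, with a dashed line at Xist. Values ran from 0.041 to 0.585 with a median of 0.296.

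The B6 share of each autosome served as further background. In all 10 samples chromosome 16 had a pooled B6 share of 0.357 to 0.361, while the 18 other autosomes had shares of 0.512 to 0.552. The chromosome 16 share was 0.359 ± 0.0011 (SD, n = 2) at 0 h and 0.359 ± 0.0015 at 24 h, so this difference was present before DOX and did not change with it. Of 393 chromosome 16 genes, 346 had a share under 0.45.

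**Figure D5:**
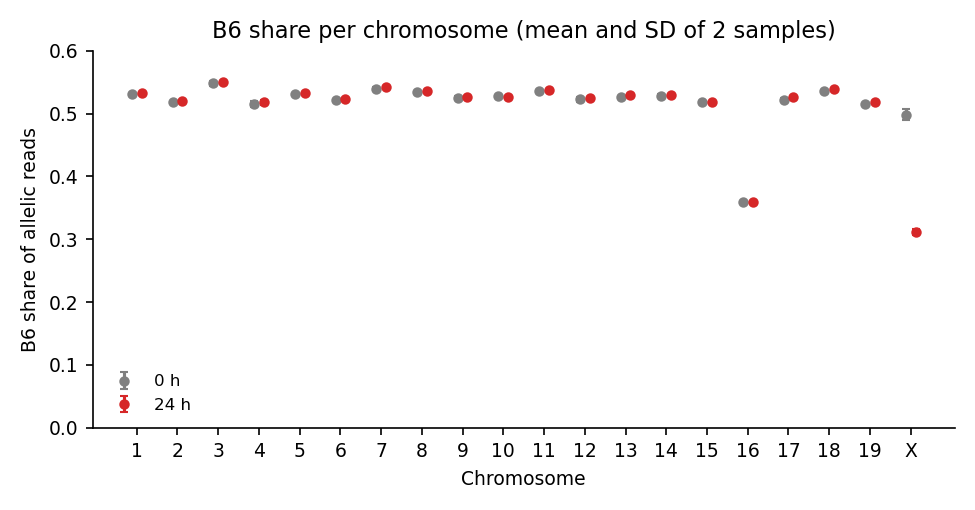
Mean B6 share of allelic reads (vertical axis, error bars SD of 2 samples) for chromosomes 1 to 19 and X (horizontal axis) at 0 h (grey) and 24 h (red). Chromosome 16 stood at 0.359 at both times, and the X chromosome went from 0.498 to 0.312.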

Values the study reported

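For chromatin marks, the study put the widest span of normalized d-scores during inactivation at 0.5 to about 0.2 and set its IC35 criterion at the midpoint, a d-score of 0.35. For TT-seq it required at least 10 allelic reads per gene in place of the 50 it asked of chromatin peaks. It kept peaks whose d-score before DOX lay between 0.3 and 0.7.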

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

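The tests of a shift in allelic assignment, of adjustment together with X-linked genes, of read and library depth and of a change of a single allele were chosen only after the result was seen. So were the replicate block and the autosomal scaling factors between 24 and 12 h. The test with limma was not. No time group had the 4 to 10 samples needed to test for a sample far from the others.

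Both 12 h and 24 h were compared with 0 h, and the difference between these effects was tested within the same edgeR models. The B6 share of 25 X-linked genes was lower at 24 h than at 12 h, and it was higher in 0 (119 lower and 4 higher at an unadjusted p under 0.05). A shift of the allelic assignment between samples would have moved the autosomal median d-score too. That median differed by 0.0011 between 24 and 12 h, while the X-linked median differed by -0.0426. In total counts 0 X-linked genes passed for 24 h against 12 h, with 75 lower and 11 higher at an unadjusted p under 0.05. That count depends on the model. With a replicate block, where pairing was taken from the labels (mean r 0.214 for total counts and 0.034 for the B6 share), 23 X-linked genes were lower and 4 higher in total count. The B6 share was then lower in 37 X-linked genes and higher in 0. All libraries shared a single sequencing run according to the labels. The labels name no batch of culture or library preparation, so that could not be tested. Over all X-linked genes, B6 reads went from 1.83 ± 0.0121% (SD, n = 2) of autosomal B6 reads at 12 h to 1.58 ± 0.0527% at 24 h. Cast reads were 3.77 ± 0.0327% and 3.79 ± 0.0455% of autosomal Cast reads. A batch that acts on both alleles alike would leave the B6 share unchanged, so these values do not test it as a source of the 25 genes. For X-linked genes as a set, they place the lower share in B6 reads, with Cast reads unchanged within the SD. The 25 genes may reflect further loss of B6 transcription between 12 and 24 h. This stays a hypothesis, because a batch that changes only the B6 X chromosome was not excluded.

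The B6 share of 4 autosomal genes also differed between 24 and 12 h. The log2 change of the B6 to Cast ratio was 0.67 for Pkhd1 (1, 20057779 to 20618057, edgeR adjusted p 2.91e-06), -0.60 for Nkain2 (10, 31689319 to 32889915, adjusted p 0.00226), -0.41 for Aoah (13, 20794113 to 21024254, adjusted p 0.0117) and -0.21 for Pcsk6 (7, 65862136 to 66050386, adjusted p 0.0494). The d-score of Pkhd1 went from 0.890 ± 0.00633 (SD, n = 2) at 12 h to 0.928 ± 0.0146 at 24 h, and that of Nkain2 from 0.198 ± 0.021 to 0.140 ± 0.00497. Aoah went from 0.768 ± 0.0306 to 0.713 ± 0.00579 and Pcsk6 from 0.794 ± 0.0114 to 0.769 ± 0.0129. At 0 h the d-score was 0.896 ± 0.0122 for Pkhd1, 0.164 ± 0.0129 for Nkain2, 0.730 ± 0.0277 for Aoah and 0.777 ± 0.00499 for Pcsk6. In Nkain2, Aoah and Pcsk6 the 0 h mean was nearer to the 24 h mean than to the 12 h mean. In Pkhd1 it was nearer to the 12 h mean. In each of the 4 genes both 24 h samples lay on the same side of both 12 h samples. With limma on the logit of the d-score all 4 still passed, the largest adjusted p being 0.0491. With a replicate block, whose pairing was taken from the labels (mean r 0.034), 7 autosomal genes had a higher and 5 a lower share, and the 4 genes passed (largest edgeR adjusted p 0.00481). Low depth was not the source, since the fewest allelic reads of the 4 genes in any sample were 1037, against a median of 259 for a tested autosomal gene. When the adjustment covered autosomal genes only, 2 of the 4 passed, Pkhd1 (edgeR adjusted p 1.13e-05) and Nkain2 (0.0153), while Aoah (0.0757) and Pcsk6 (0.298) did not. The calls for Aoah and Pcsk6 therefore depend on adjustment together with the changed X-linked genes. For Pkhd1 and Nkain2 a batch of library preparation and reads shared with related sequences were not tested, so no biological explanation is put forward.

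Without a replicate block, a single autosomal gene differed in total count between 24 and 12 h, Fgfr2 (7, 130162451 to 130266808, minus strand, protein coding). Its log2 change was -1.06 (SE 0.127, edgeR adjusted p 0.00747), from 42.2 ± 2.76 CPM (SD, n = 2) at 12 h to 20.7 ± 4.55 CPM at 24 h, and it was 46.3 ± 2.43 CPM at 0 h. With the block, where pairing was taken from the labels (mean r 0.214), 91 autosomal genes were higher and 96 lower, and the change in Fgfr2 was -1.06 (SE 0.1, edgeR adjusted p 1.06e-08). That Fgfr2 stands alone therefore holds only for the model without the block. With scaling factors from autosomal genes the change was -1.07, so the normalisation over all genes did not produce it. The log2 ratio of mean total counts between the times was -0.023, far smaller than the change in Fgfr2. The log2 change of its B6 to Cast ratio was -0.0966 (edgeR adjusted p 0.989), so no change of a single allele was detected. A batch of culture or library preparation, GC content and gene length were not tested. A lower transcription of Fgfr2 at 24 h of DOX may explain the value of -1.07 but cannot be told apart from such a batch. Time in culture rose with hours of DOX, so such a fall could not be tied to DOX itself.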

How the results depend on the processing

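The autosomal median without chromosome 16, the omission of single samples from the IC35 fits, adjustment over autosomal genes only and the alternatives for Xist between times after 0 h were chosen after the results were seen. Among results that answer a comparison, 310 values from alternatives kept their direction and their side of the threshold or stayed within the spread, 80 moved, 1 became weaker, 4 became stronger and 0 reversed. The Xist rise kept its direction and passed under all 6 alternatives that were tested (both other tools, no filter, the block, 2 groups only and autosomal scaling factors). Where leaving out a sample left a group with 1 sample, only the size of the change was taken. The Xist change was then 7.84 to 8.24 at 4 h, 8.36 to 8.84 at 8 h, 8.47 to 8.82 at 12 h and 8.15 to 8.35 at 24 h on the log2 scale. Between times after 0 h, the Xist change passed with the replicate block (0.567 from 4 to 8 h, edgeR adjusted p 1.01e-05, and -0.391 from 12 to 24 h, edgeR adjusted p 0.00119) and not without it. That block rests on pairing taken from the labels (mean r 0.214). The cause of the movements given below was not tested unless stated.

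For X-linked genes changed in total count, DESeq2 gave 1 at 4 h and 49 at 8 h, and no filter gave 1, 52 and 180 at 4, 8 and 12 h. The replicate block gave 1, 104, 280 and 308 at 4, 8, 12 and 24 h, and 2 groups only gave 6 at 8 h. Requiring an absolute log2 change over 1 left 1, 11 and 32 at 8, 12 and 24 h. For autosomal genes, the replicate block gave 3, 3, 437 and 464, and a log2 change over 1 left 0, 2 and 9 at 4, 12 and 24 h, where 128 genes were higher and 140 lower at 4 h at an unadjusted p under 0.05. DESeq2 gave 54 at 12 h, no filter 85 at 12 h and 147 at 24 h, 2 groups only 6 at 12 h, and adjustment over autosomal genes only 1 at 12 h and 16 at 24 h. Autosomal counts at 12 h ran from 14 to 24 across the 6 fits that each left out a sample of another time. Across such fits the X-linked counts ran from 18 to 28 at 8 h, 103 to 121 at 12 h and 180 to 196 at 24 h.

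For X-linked genes with a changed B6 share, DESeq2 gave 9 at 4 h and 120 at 8 h, and a d-score change over 0.1 left 11 at 4 h. The counts at 12 and 24 h stayed within 1.5 times under all alternatives run. For autosomal genes, DESeq2 gave 0, 0, 2 and 1 at 4, 8, 12 and 24 h, where 13 were higher and 20 lower at 4 h and 14 higher and 10 lower at 8 h at an unadjusted p under 0.05. Limma gave 2 at 8 h, the replicate block 2, 13, 39 and 66, and 2 groups only 22 at 24 h. A d-score change over 0.1 left 0, 4 and 9 at 4, 12 and 24 h. Adjustment over autosomal genes only left 0, 0, 2 and 6 at the 4 times, where 254 were higher and 223 lower at 4 h and 246 higher and 197 lower at 8 h without adjustment. The smaller counts under this adjustment follow from the X-linked genes, since nothing else was changed.

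The median X-linked d-score was lower at every time when scaled to the autosomal median, with 0.4772, 0.4431, 0.3624, 0.3126 and 0.2712 at 0, 4, 8, 12 and 24 h, and with 0.4756, 0.4415, 0.361, 0.3114 and 0.2702 when chromosome 16 was left out of that median. Pooled reads gave 0.385, 0.3452 and 0.3115 at 8, 12 and 24 h. A minimum of 50 reads gave 0.3292 at 12 h and 0.2921 at 24 h, and no window on the 0 h d-score gave 0.3248 and 0.2826. The fall with time passed under each of these, with a rho of -0.985 for all and of -0.988 with the replicate block, which ties the 0 h samples. Because -0.985 is the lowest rho that 5 times with 2 samples each allow without such ties, its staying the same is no measure of stability.

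The median IC35 was 19.91 h with a threshold of 0.30, 7.3 h with 0.40 and 10.36 h with linear interpolation, and leaving out a replicate or a sample gave 9.6 to 10.35 h. The number of genes reaching the level ran from 174 with a threshold of 0.30 to 295 with 0.40. For early against late genes, leaving out a replicate gave 1.44 to 14.4 Mb for distance to Xist, -18.9 to -14.0 kb for length and 1.57 to 1.85 CPM per kb for expression. The length difference was smallest without replicate 1, and no call was made for fits on a single replicate. Gene density passed in the Spearman correlation (0.211) and with at least 50 reads (difference 1.0, adjusted permutation p 0.0193), and length no longer passed in the Spearman correlation (-0.0801). Length did pass with at least 50 reads (-27.7 kb, adjusted permutation p 0.00012) and with linear interpolation (-18.9 kb, adjusted permutation p 0.0202). The expression difference was 2.33 CPM per kb with at least 50 reads (adjusted permutation p 0.00012).

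Among named genes, 204 of 204 values of the B6 share change over 17 genes were the same in direction and side of the threshold. For total counts, 81 of 96 values over 6 genes were the same, 5 were weaker and 10 moved. For IC35, 253 of 289 values over 17 genes lay within the spread between replicates or equalled the reported value, and 36 moved. In the simulation depth limited the B6 share test, which recovered 39 of 100 changes in genes with fewer reads and 94 of 100 in the others. Autosomal changes of that size can therefore be missed, but how often is not known, since the simulated spread was a set value. That split by reads was also chosen after the results were seen. Depth also limits single genes such as Lpar4, with as few as 75 allelic reads.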

Other observations

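The tests of a few genes and of an extra copy on chromosome 16, of a Cast gain, of uninduced cells, of a lost X chromosome, of the pseudoautosomal gene and of chromosome 16 among called genes were chosen only after the result was seen, as was the size expected of Xist before DOX.

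The replicate block raised the number of autosomal genes changed in total count at 24 h to 464. If the extra model term alone did this, blocks with swapped replicate numbers should do as much. Across 15 blocks in which the numbers were swapped at some times, 47 to 135 autosomal genes were called. The labelled pairing gave more than every swapped pairing, which is consistent with a shared origin of samples with the same number, such as a common culture or library day. The labels do not state what the number stands for, so a biological and a technical source of this pairing were not told apart.

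Chromosome 16 had a B6 share of 0.357 to 0.361 in all samples. A few genes with many reads did not explain this, as the median share over its 393 genes was 0.3547, against 0.517 to 0.536 on the other autosomes. Nor was part of the chromosome the source: all 10 bins of 10 Mb lay below the lowest share of another autosome, at 0.31 to 0.383, while the lowest of 242 bins elsewhere was 0.458. If assignment of reads failed at some genes, the log2 ratios would spread more widely, but their interquartile range of 0.365 lay within the 0.354 to 0.515 of the other autosomes. The median log2 ratio was shifted by -0.99. Cast reads per gene (371.1) were the highest of the 19 autosomes and B6 reads per gene (196.8) lay within the range of the others (102.6 to 302.7). An extra Cast copy of chromosome 16 in these cells is a candidate explanation. No DNA data were used here, and no group of samples lacks the shift, so this stays a hypothesis.

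The fall of the X-linked d-score could come from more Cast transcription or less B6 transcription. Relative to autosomal reads of the same allele, X-linked B6 reads changed by -1.08 on the log2 scale from 0 to 24 h and Cast reads by 0.06. Taken from the means, Cast reads make up 5.06% of the change. Cast reads were 3.51% and 3.78% of autosomal Cast reads in the 0 h replicates and 3.79 ± 0.0455% (SD, n = 2) at 24 h. The Cast part therefore cannot be told apart from no change. If Cast output per gene stayed constant, the loss of B6 reads gives an expected median log2 change in total counts of -0.48 over 330 genes. The observed median was -0.48, but across genes the expected and observed changes had a Spearman correlation of 0.629. Total counts include the allelic reads, so these medians are not independent, and their match does not show constant Cast output gene by gene.

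At 24 h the median X-linked gene kept 43.1% of its B6 to Cast ratio. Cells without Xist induction might account for this, but they would leave about the same share at every gene. Of 257 genes with at least 50 reads, 30 kept under 25% of their ratio in both replicates and 62 kept over 50% of it in both. The 30 genes limit the share of uninduced cells to about 25%, if all cells transcribe these genes equally. The lowest gene kept 7.56%, but as the lowest of 257 ratios it is a selected value and sets no tighter limit. A contribution below 25% was not excluded.

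Before DOX the X-linked median d-score (0.497) was below the autosomal one (0.521). Xist expression in some cells would lower genes silenced early more than late ones. The median 0 h d-score of late genes was 0.0065 higher (0.501 against 0.494, two-sided permutation p 0.574), with a bootstrap 95% interval of -0.0114 to 0.0232. If the gap of 0.0237 came from such cells, in proportion to each gene's fall from 0 to 24 h, a difference of 0.0172 would arise, which lies within that interval. That test therefore leaves this source undecided. The Xist count argues against it, if such cells make as much Xist as cells with DOX. Xist was at 1.47 ± 0.0839 CPM (SD, n = 2) at 0 h and at 449 ± 47.5 CPM at 24 h. At 24 h the X-linked median differed from 0 h by -0.2135, so a gap of 0.0237 would need far more Xist at 0 h. Loss of the B6 X chromosome in some cells could not be decided. X-linked B6 reads were 3.32% and 3.36% of autosomal B6 reads in replicates 1 and 2, a difference of 0.039, while Cast reads were 3.51% and 3.78%. The gap cannot be told apart from such a loss.

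Y-linked counts of 15946 to 20809 per sample appeared in this female line. Of these, 99.7% belonged to Erdr1 (Y, 90785442 to 90816465), with 0 allelic reads, and the 4 male-specific genes Ddx3y, Eif2s3y, Kdm5d and Uty had 33 counts over all 10 samples. The counts are consistent with a pseudoautosomal gene placed on the Y chromosome of the assembly, and male cells are an unlikely source. Erdr1 had 909 ± 15.8 CPM (SD, n = 2) at 0 h and 795 ± 18.2 CPM at 24 h.

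For the 41 autosomal genes with a changed B6 share at 24 h, adjustment together with the many changed X-linked genes is a likely cause of most calls, since 6 passed with adjustment over autosomal genes only. Chromosome 16 held 4 of the 41 genes where 1.4 were expected from its 393 tested genes (two-sided Fisher's exact test p 0.0498). A constant dosage does not change the share with time, so this borderline excess says nothing about a dosage effect.

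The greater distance of late genes from Xist could follow from read depth, as late genes had a median of 382 and early genes of 237 allelic reads in their shallowest sample. With each of the 93 late genes paired to an early gene of similar depth, the medians were 382 and 357 reads, and the depths within a pair differed at most 1.4 times. The difference in distance was then 15.2 Mb (two-sided permutation p 0.0207), so this measure of depth did not account for it. It remains a hypothesis, because the difference was 1.44 Mb without replicate 2 and 14.4 Mb without replicate 1.

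The lowest mean normalised d-score of an X-linked gene at 24 h was 0.041. That is lower than the bottom of the span quoted from the study above, which was given for chromatin marks.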
